# The Circadian Clock Regulates Auxin Signaling and Responses in *Arabidopsis*

**DOI:** 10.1371/journal.pbio.0050222

**Published:** 2007-08-07

**Authors:** Michael F Covington, Stacey L Harmer

## Abstract

The circadian clock plays a pervasive role in the temporal regulation of plant physiology, environmental responsiveness, and development. In contrast, the phytohormone auxin plays a similarly far-reaching role in the spatial regulation of plant growth and development. Went and Thimann noted 70 years ago that plant sensitivity to auxin varied according to the time of day, an observation that they could not explain. Here we present work that explains this puzzle, demonstrating that the circadian clock regulates auxin signal transduction. Using genome-wide transcriptional profiling, we found many auxin-induced genes are under clock regulation. We verified that endogenous auxin signaling is clock regulated with a luciferase-based assay. Exogenous auxin has only modest effects on the plant clock, but the clock controls plant sensitivity to applied auxin. Notably, we found both transcriptional and growth responses to exogenous auxin are gated by the clock. Thus the circadian clock regulates some, and perhaps all, auxin responses. Consequently, many aspects of plant physiology not previously thought to be under circadian control may show time-of-day–specific sensitivity, with likely important consequences for plant growth and environmental responses.

## Author Summary

Most higher organisms, including plants and animals, have developed a time-keeping mechanism that allows them to anticipate daily fluctuations of environmental parameters such as light and temperature. This circadian clock efficiently coordinates plant growth and metabolism with respect to time of day by producing self-sustained rhythms of gene expression with an approximately 24-h period. One of the major contributors in specifying spatial patterns of plant growth and development is auxin, a hormone essential for nearly all stages of plant development. Auxin also helps the plant orient itself properly in response to environmental cues such as light, gravity, and water. We have now found circadian-regulated expression of components from nearly every step in the auxin-signaling pathway, from synthesis to response. We demonstrate the relevance of this observation by showing that plants have differential sensitivity to auxin at different times of day: the clock controls plant sensitivity to auxin at both the level of transcription and stem growth. Our work demonstrates an intimate connection between the clock- and auxin-signaling pathways, and suggests that other auxin-regulated processes may also be under circadian control.

## Abstract 3

The circadian regulation of auxin responses suggests that many aspects of plant physiology not previously thought to be under circadian control may show time-of-day-specific sensitivity.

## Introduction

Plants, which as sessile organisms are intimately tied to their environment, have evolved many ways to deal with changing local conditions. One coping mechanism is the circadian oscillator or clock, which produces self-sustained rhythms with an approximately 24-h period. It is often suggested that the clock provides an adaptive advantage by allowing organisms to anticipate regular changes in the environment and temporally separate incompatible metabolic events [1]. The importance of these rhythms has in fact been demonstrated in both phytoplankton and higher plants: organisms that have an internal clock period matched to the external environment possess a competitive advantage over those that do not [2,3].

At its simplest, a circadian system consists of input pathways that entrain the clock, the core oscillator or central clock itself, and clock output pathways. Many components of the plant circadian system have been identified in recent years, and the relationships between them are now being explored [4]. Similar clock genes are found in both monocots and dicots; however, the components of the plant central clock are not conserved with those of fungi and animals [5–7]. Although the components differ, the central oscillators of higher plants, animals, and fungi seem to be composed of similar interlocking transcription/translation feedback loops [8–10].

Another conserved characteristic of circadian clocks is their ability to modulate responses to stimuli depending upon the time of day, a phenomenon called “gating.” For example, a light pulse given during the subjective day induces expression of the photosynthesis gene *CHLOROPHYLL A/B BINDING PROTEIN 2 (CAB2),* a response that is absent following a light pulse during the subjective night [11]. Gating by the clock thus may restrict plant responsiveness to various stimuli to physiologically appropriate times of day. The growth advantage provided by the clock [3] might therefore be due to its ability to prevent plants from responding to untimely environmental inputs as well as to anticipate regular changes in the environment.

A substantial fraction of the *Arabidopsis* transcriptome is under circadian regulation [12–15], similar to what has been found in other model organisms [16–19]. The identification of clock-regulated genes may provide insight into the types of processes under circadian regulation. In addition, the promoters of clock-regulated genes may be used to control expression of firefly luciferase, providing a ready means to monitor the state of the circadian oscillator in living plants [20]. Other easily assayed circadian outputs in plants include rhythmic elongation of internodes [21] and embryonic stems (hypocotyls) [22]. Circadian rhythms modify many other aspects of plant physiology and development, ranging from cold adaptation to photosynthetic capacity to the transition between vegetative and reproductive growth [23].

A similarly pervasive role in physiology and development has been attributed to the plant hormone auxin [24], which was first discovered for its role in phototropism [25]. Subsequent work has revealed a central role for auxin in other directional growth responses such as gravitropism [26]. In addition to these roles in environmental responses, auxin is an important regulator of plant development. It plays an essential role during almost every stage of plant development, including embryogenesis, leaf and lateral root initiation, vascular patterning, and the establishment of apical dominance [27–30].

The most important auxin in higher plants is indole-3-acetic acid or IAA [24]. IAA and other auxins are synthesized primarily in shoot apical tissues and then actively transported towards the base of the plant [31]. Two very different types of proteins have been implicated in auxin perception. The first, auxin binding protein 1, has been suggested to act primarily in regulation of the cell cycle [32] and cell expansion [33]. The second type consists of a family of F-box proteins, transport inhibitor response 1 (TIR1) and three related proteins (auxin-signaling F-box protein 1–3 [AFB1–3]), which are important for transcriptional responses to auxin [34]. These F-box proteins are involved in the regulated degradation of a large family of transcriptional regulators, the Aux/IAA proteins. There are two additional closely related TIR1 homologues, AFB4 and AFB5, which are candidate auxin receptors [35].

Hundreds of genes are induced or repressed upon auxin treatment, and many of these contain an auxin-responsive element (AuxRE) in their promoter regions [36]. AuxREs are bound by a second large family of transcription factors called auxin response factors (ARFs), members of which can act either as transcriptional activators or repressors [37]. However, when auxin levels are low, ARF activity is inhibited by their heterodimerization with Aux/IAA proteins. As auxin levels increase, binding of auxin to the TIR1/AFB proteins promotes TIR1/AFB interactions with Aux/IAA proteins [34,35]. This leads to enhanced degradation of the Aux/IAAs, resulting in increased ARF activity. Thus the signal transduction pathway between auxin binding to TIR1 (and the related AFB proteins) and transcriptional responses is extraordinarily short.

Transcriptional profiling has previously been used both to identify genes that are under circadian regulation [12–14] and those that are repressed or induced in response to exogenous auxin [36,38]. Here we find that auxin-induced genes are more likely to be clock regulated than expected by chance, suggesting that the circadian clock might modulate auxin signaling. Indeed, we show that transcriptional responses to both endogenous and exogenous auxin are regulated by the circadian clock. In addition, we demonstrate that plant growth in response to exogenous auxin is gated by the clock. Went and Thimann noted decades ago that plant sensitivity to auxin varied with the time of day, with maximal sensitivity observed in the early morning hours [25]. Our findings explain their observation: the circadian clock modulates plant transcriptional and growth responses to auxin.

## Results

### Extensive Circadian Control of Auxin-Signaling Genes

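Seedlings of Arabidopsis carrying a luciferase reporter of the clock-regulated gene CCR2 were grown in cycles of light and dark for 7 d and then kept in constant white light, so that rhythms that continued came from the plants rather than from the lighting. Tissue was harvested every 4 h from 24 h to 68 h in constant light, which covers 2 circadian cycles, and RNA from each of the 12 harvests was hybridized to 1 Affymetrix ATH1 array. Circadian time (CT) is counted from subjective dawn, taken as CT0 at 24 h and at 48 h in constant light. There was 1 array per time and no replicate, so all errors given here come from the scatter of the 12 times around a fitted curve, and the number of arrays limits the precision. The deposited values are linear intensities of 22810 probe sets that the authors had already brought to a common scale. Array medians ranged from 149.9 to 153.6, and the correlation of log2 values between arrays ranged from 0.979 to 0.992. The methods name the Model-Based Expression Index of dChip for expression and MAS 5.0 for presence calls, the submitters' notes on the deposited values name MAS5, and which of them made the deposited table is not given in the sources used here. The annotation used here names 1 gene for 13513 probe sets, several genes for 503 and none for 8794, and 13415 probe sets name 1 nuclear gene. Naming was uneven, with 63.3% of nuclear protein-coding genes that have only a locus name covered and 14.1% of those with a gene symbol. The ARF, TIR1/AFB, PIN and AUX/LAX genes were therefore not analysed here. Of the named probe sets, the upper 69% by mean log2 intensity were kept, with 1 probe set per gene, which left 9161 genes with a geometric mean intensity of 80.1 or more. For each gene, log2 intensity was fitted with a 24-h cosine and sine and a linear trend in limma, and the moderated F-test of the rhythm was adjusted over all tested genes by the Benjamini-Hochberg method. Genes with an adjusted p below 0.05 are called rhythmic. The arrays were scanned on 3 days, with 7 arrays (24 h and 32 to 52 h) on scan day 1, 4 arrays (56 to 68 h) on scan day 2 and 1 array (28 h) on scan day 3, so that scan day and time in constant light overlap in part.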

Using gene expression profiling and previously described methods [12], we identified over 1,600 nuclear-encoded genes with circadian fluctuations in mRNA abundance (Table S1). Visual inspection of the data suggests that this may be an underestimate; however, this perhaps conservative estimate of circadian-regulated genes amounts to over 10% of expressed genes and is broadly consistent with previous studies [12–15]. 

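Of the 9161 genes tested, 1012 were rhythmic, which is 11.0% (95% Wilson interval 10.4 to 11.7%). The median rhythmic gene had a peak-to-trough ratio of 1.39 in the fitted curve, and 92 genes had a ratio of at least 2. The clock gene GIGANTEA (GI, AT1G22770), the only member of the clock core list with a tested probe set, was highest at CT8 in both cycles. Its fitted log2 amplitude was 0.61 (standard error 0.07, adjusted p = 0.00027 from limma), with a fitted peak at CT10.5. The share of rhythmic genes rose with the level of expression, from 5.06% to 18.7% between the lowest and the highest of 4 groups of equal size by mean intensity. With scan day in the fit, 773 genes were rhythmic, 709 of them among the 1012, and the 7 arrays of scan day 1 alone, an alternative chosen after seeing the data, gave 283. Without the array of 56 h the count was 614, and with no filter on intensity it was 618 of 13264 genes.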

Like circadian-regulated genes in most other organisms studied, all phases of the 24-h cycle are well represented (Figure 1A) [16,17]. 

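Rhythmic genes peaked in every part of the cycle. In 4-h windows from subjective dawn, 156 genes peaked at CT0 to CT4, 232 at CT4 to CT8, 159 at CT8 to CT12, 135 at CT12 to CT16, 149 at CT16 to CT20 and 181 at CT20 to CT24. The window from CT4 to CT8 held 22.9% of them (95% Wilson interval 20.4 to 25.6%), and 547 genes, or 54.1%, peaked in the subjective day. The standard error of a peak time was 0.761 h in the median rhythmic gene. It holds for a period fixed at 24 h. When the best period from 19 to 29 h was sought, its median in the 1012 genes was 23.0 h. A fitted peak time is therefore an average over the 2 cycles, and its standard error does not describe a shift between them. Among the 10 genes with the largest log2 amplitudes whose highest value fell at the same circadian time in both cycles, LHCB4.2 (AT3G08940), a chlorophyll-binding protein of photosystem II, peaked at CT4.05 with a peak-to-trough ratio of 3.06. AT5G48490 peaked at CT4.35 and AT1G23390 at CT6.67, with ratios of 3.72 and 4.55. AT3G62550 peaked at CT10.2 (ratio 4.21), AT4G30650 at CT11.9 (ratio 3.39) and AT4G32340 at CT12.0 (ratio 4.56). The cold-regulated genes COR27 and COR28 peaked at CT12.8 and CT12.9, and AT4G34950 at CT13.4. AT2G15020 peaked at the end of the subjective night, at CT23.3, with a ratio of 4.56. All 10 had an adjusted p of at most 0.000144 from limma.

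**Figure D1:**
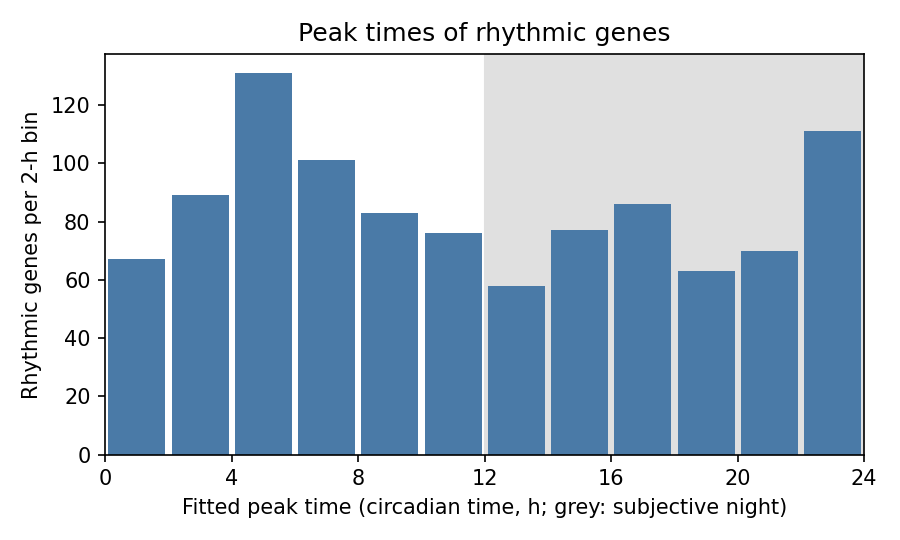
Number of rhythmic genes (y axis) by fitted peak time in 2-h bins of circadian time (x axis, h after subjective dawn), with the subjective night in grey. The fullest bin holds 131 genes and the emptiest 58 of the 1012 rhythmic genes.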

When genes were clustered by function or pathway, we found several groups with an overrepresentation of circadian-regulated genes. 

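The tested genes of the cold response and light-harvesting lists were rhythmic more often than other tested genes. Only 5 of 15 members of the cold response list and 3 of 18 of the light-harvesting list were named here. The 3 light-harvesting genes, LHCB4.1, LHCB4.2 and LHCB4.3, share a symbol stem, as do COR15A and COR15B. The test treats such related genes as independent, so it does not cover light harvesting as a class. All 5 tested members of the cold response list were rhythmic (adjusted p = 0.00031, one-sided Fisher exact test with Benjamini-Hochberg adjustment over 19 lists). COR15A and COR15B, which encode chloroplast proteins that accumulate in the cold, had peak-to-trough ratios of 6.60 and 8.01 and peaked at CT9.96 and CT10.3, and COR47 peaked at CT9.58 with a ratio of 1.41. All 3 tested genes of the light-harvesting complex were rhythmic (adjusted p = 0.0128 from the same test). LHCB4.1 peaked at CT5.63 (standard error 0.561 h), in the subjective day, and LHCB4.3 at CT20.0 (standard error 0.374 h), in the subjective night. No other list passed this test. Both tested genes of starch turnover were rhythmic (adjusted p = 0.0579 for the list), and PWD, a phosphoglucan water dikinase of starch breakdown, peaked at CT13.1 and DPE1 at CT11.2. In the Calvin cycle list RCA, the activase of Rubisco, peaked at CT23.4 and SBPASE at CT19.5, and PRK was not rhythmic. DFR, an enzyme of anthocyanin synthesis, peaked at CT22.2 with a ratio of 4.08, and HCT was not rhythmic. In the list of chlorophyll and carotenoid synthesis PORB peaked at CT9.33 and the lycopene cyclase gene LYC at CT0.220, and CHLM and GSA1 were not rhythmic. The light-signaling gene HYH peaked at CT23.4. None of the root marker genes EXPA7, EXPA18 and PYK10, nor the touch gene STZ or the proteasome subunit gene RPN12a, was rhythmic. Counted as adjusted over the list alone, the rhythmic members were the same in number in each of these lists. The light-harvesting list, with all 3 genes still called, no longer passed when genes were called at an unadjusted p below 0.05 (adjusted p = 0.129) or by the study's rule as rebuilt here (adjusted p = 0.0804), and the Calvin cycle list passed without the intensity filter (adjusted p = 0.0315) and with genes called at an adjusted p below 0.01 (adjusted p = 0.0316). The LYC call was lost without the intensity filter (adjusted p = 0.0634) and without any one of 24, 32, 36, 48 and 68 h (adjusted p = 0.0625, 0.0521, 0.120, 0.0524 and 0.0565), and the HYH call on linear intensities (adjusted p = 0.0534). PRK and CHLM passed under the study's rule as rebuilt here, without adjustment (p = 0.000999 and 0.0190 from shuffled orders of the times).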

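Of 6 tested genes of auxin synthesis, conjugation and signal transduction, 3 were rhythmic. These were the repressor gene IAA29 (AT4G32280) and the IAA-amido synthetase genes GH3.5 (AT4G27260, WES1 in the annotation) and GH3.17 (AT1G28130). The Aux/IAA gene IAA18 and the biosynthesis genes YUC2 and YUC6, which encode flavin monooxygenases, did not pass the test. The count of 3 was also reached when adjusted over the list alone. The odds ratio against all other tested genes was 8.07 (one-sided Fisher exact test, p = 0.0208). That p was not adjusted over lists, unlike the p values of the single lists above. With that adjustment, none of the single lists joined here passed (lowest adjusted p = 0.0579 from the same test, for the IAA-amido synthetases). GH3.5 and GH3.17 belong to 1 family, and the test treats them as independent. The 7 lists joined here had 99 members before the data were examined, of which 15 were named on the array and 6 exceeded the intensity filter, so 1 gene can decide the call. The auxin signaling over-representation did not pass without the trend term (p = 0.126), with scan day in the fit (p = 0.0849), without the intensity filter (p = 0.153), with the upper 50% by intensity (p = 0.132) or at an unadjusted p for the genes (p = 0.200). Without the arrays of 28, 36, 52 or 56 h, each left out in turn, GH3.17 was not called and the odds ratio was 5.54, 6.11, 5.25 and 6.98 (p = 0.0824, 0.0701, 0.0898 and 0.0561).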

Strikingly, genes involved in auxin signaling were disproportionately circadian regulated (*p* = 5.0 × 10^−04^) (Table S2). This overrepresentation of clock-regulated genes was not seen with the signaling components of any other hormone pathway (Table S2; unpublished data). 

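Of 11 tested genes of ethylene, cytokinin, gibberellin, abscisic acid, brassinosteroid and jasmonate signaling, 2 were rhythmic, an odds ratio of 1.79 against all other tested genes (one-sided Fisher exact test, p = 0.347). No tested gene came from the cytokinin or abscisic acid list. EIN3, a transcription factor of the ethylene response, peaked at CT7.15 with a log2 amplitude of 0.14 (standard error 0.03, adjusted p = 0.0344 from limma). MYC4, a transcription factor of the jasmonate response, peaked at CT23.8 (log2 amplitude 0.18, standard error 0.05, adjusted p = 0.0426). Both calls were lost with scan day in the fit (adjusted p = 0.0694 for EIN3 and 0.150 for MYC4). Leaving out each time in turn, the EIN3 call was lost for 8 of the 12 times, with an adjusted p of up to 0.150 without 56 h, and the MYC4 call for 10, with an adjusted p of up to 0.121 without 48 h. RTE1, BIM1 and MYC3 were not rhythmic. None of the 6 gibberellin genes, among them the receptor gene GID1A, SPY and SLY1, passed over all genes, and 4 of them did when adjusted over the list alone. BIM1 also passed when adjusted over its list alone. Under the study's rule as rebuilt here, without adjustment, BIM1 and GID1A passed (p = 0.0300 and 0.0440 from shuffled orders of the times).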

Here, we present studies examining intersections between the clock and auxin pathways; a more global analysis of the array data will be presented elsewhere.

**Figure 1:**
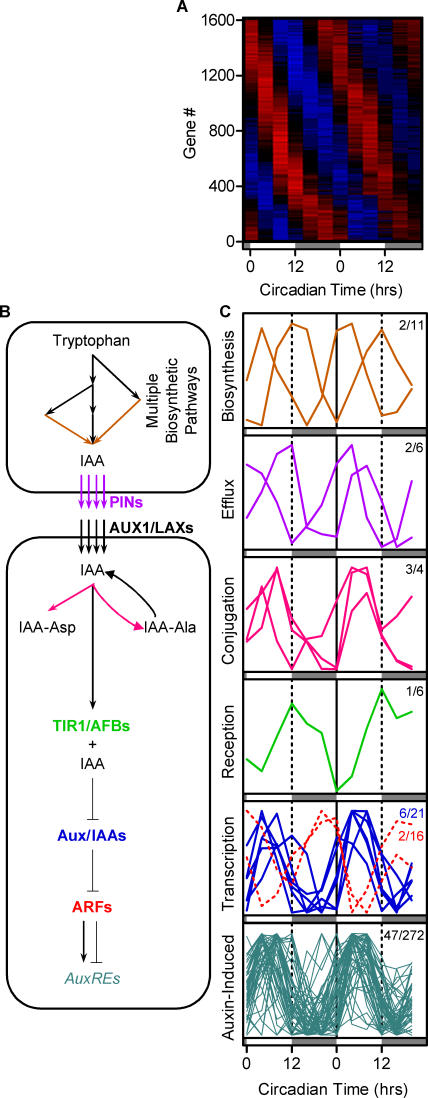
Many Genes in the Auxin-Signaling Pathway Are Circadian Regulated (A) Heatmap representation [74] of 1,610 circadian-regulated genes shows peak expression occurs at all phases. High expression is depicted in red and low expression in blue. (B) Schematic of the auxin-signaling pathway is presented (see Table S3 for the names of genes whose profiles are shown here) [31,34,37,39,42,43]. IAA is synthesized via tryptophan-independent (not shown) and multiple tryptophan-dependent pathways; two enzymes implicated in the final steps of the indole-3-acetaldoxime and indole-3-acetamide biosynthetic pathways are encoded by circadian-regulated genes. IAA, which undergoes polar transport throughout the plant, can be temporarily or permanently inactivated by conjugation to amino acids. Free IAA binds to the TIR1/AFB F-box proteins and facilitates their interaction with Aux/IAA proteins that are subsequently targeted for degradation. Therefore, in the presence of auxin, Aux/IAA proteins no longer prevent the ARF transcription factors from modulating expression of auxin-regulated genes. Steps with clock-regulated gene expression are color coded to match expression data in (C). (C) Normalized microarray expression data for circadian-regulated auxin-signaling [31,34,37,39,42,43] and auxin-induced [36] genes are shown. Genes have been grouped and color coded according to general function or class (see [B]). The fraction of circadian-regulated genes is indicated for each group (see also Tables S2 and S3). A total of 57% of auxin-induced genes show peak expression during a 4-h window in the middle of the subjective day, compared to 22% for all circadian-regulated genes. This ratio increases to 86% for genes highly induced by auxin (≥6-fold).

Interestingly, we found that all steps of auxin signaling, from production to response, had one or more genes with clock-regulated expression (Figure 1B and 1C; Table S3). The rhythmic expression patterns of auxin-signaling genes are shown in Figure 1C alongside a schematic of the auxin-signaling pathway (Figure 1B). We found two genes implicated in de novo auxin biosynthesis [31] and two auxin efflux carriers [39–41] to be subject to circadian regulation, the latter result having been reported previously [12]. 

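Neither of the tested YUCCA genes, which encode flavin monooxygenases of auxin synthesis, was rhythmic. YUC2 (AT4G13260) had a mean intensity of 115.6 and a log2 amplitude of 0.06 (standard error 0.06, adjusted p = 0.734 from limma). YUC6 (AT5G25620) had a mean intensity of 198.1 and a log2 amplitude of 0.08 (standard error 0.04, adjusted p = 0.394). YUC6 passed at p = 0.0160 under the study's rule as rebuilt here, without adjustment. YUC4 lay below the intensity filter at a mean of 52.4, and its adjusted p without that filter was 0.917. The genes of the other biosynthetic steps and the efflux carriers were not analysed here.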

Several genes encoding enzymes that inactivate auxins by conjugation to amino acids, IAA-amido synthetases [42], were coexpressed during the subjective day. 

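Both tested IAA-amido synthetase genes peaked in the subjective day. GH3.5 (WES1 in the annotation) rose and fell with a log2 amplitude of 0.29 (standard error 0.05, adjusted p = 0.00362 from limma) and a fitted peak at CT6.99 (standard error 0.634 h). Its highest value was at CT8 in both cycles, and its mean intensity was 381.9. GH3.17, at a mean intensity of 754.0, had a log2 amplitude of 0.19 (standard error 0.04, adjusted p = 0.0251) and a fitted peak at CT3.27 (standard error 0.777 h). Its highest value was at CT4 in both cycles. The mean of the pair, each divided by its own mean, peaked at CT5.54, between their fitted peaks (permutation test over times, p = 0.00022). Both genes had already been called rhythmic on these arrays, so that p adds no support. GH3.1, GH3.3 and GH3.9 lay below the intensity filter, with mean intensities of 72.5, 62.1 and 41.5, and were not rhythmic without it. The GH3.17 call was lost without the filter (adjusted p = 0.0612), without the trend term (adjusted p = 0.308) and with scan day in the fit (adjusted p = 0.0713). It was also lost without 28, 36, 52 or 56 h (adjusted p = 0.0549, 0.0799, 0.0789 and 0.0579).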

Clock regulation of these transcripts may cause the previously reported circadian regulation of both free and conjugated IAA levels [21].

Examining genes implicated directly in auxin signal transduction, we found expression of one of the putative TIR1/AFB-like auxin receptors, AFB5, to be rhythmic with a broad peak around subjective dusk and into the night. We also found that genes encoding transcriptional regulators of the auxin response were clock regulated. 

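IAA29 was the only rhythmic gene of the Aux/IAA family among the 2 that could be tested. Its log2 amplitude was 0.36 (standard error 0.05, adjusted p = 0.00045 from limma), a peak-to-trough ratio of 1.65, and its fitted peak was at CT7.61 (standard error 0.498 h). Fitted separately, it peaked at CT7.02 in the first cycle and at CT8.88 in the second, and the difference between cycles did not pass (adjusted p = 0.671). IAA18 had a log2 amplitude of 0.04 (standard error 0.04, adjusted p = 0.698) at a mean intensity of 365.0. IAA20, IAA30, IAA31, IAA33 and IAA34 had mean intensities between 41.3 and 59.5, below the filter, and none was rhythmic in a fit without it. The mean intensity of IAA29 was 94.3.

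**Figure D2:**
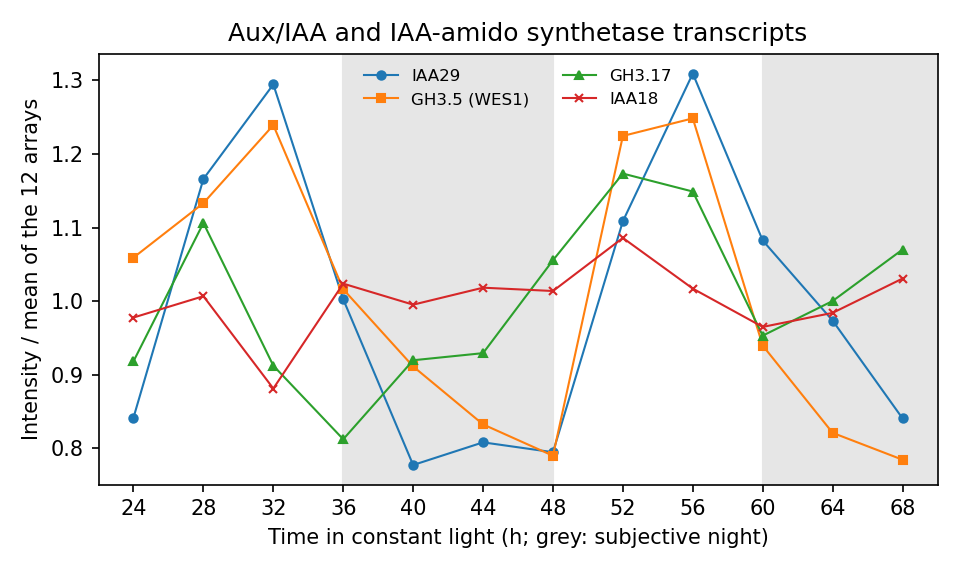
Intensity of IAA29, GH3.5, GH3.17 and IAA18 at each time (y axis, divided by each gene's mean of the 12 arrays) against time in constant light (x axis, h), 1 array per point, with the subjective night in grey. IAA29 and GH3.5 are highest at 32 h and 56 h, and GH3.17 at 28 h and 52 h, whereas IAA18 has no 24-h rhythm that passed the test.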

Negative regulators of auxin responses, the *Aux/IAA* genes [43], showed peak expression during the subjective day, the same phase as the auxin-inactivating IAA-amido synthetase genes. In contrast, the transcriptional regulators mediating auxin responses (the ARFs [37]) showed an opposite phase of expression, with peak levels occurring during the subjective night. Since Aux/IAA proteins bind to and inhibit ARF function [43], this antiphasic relationship between these transcriptional regulators suggests that the clock may modulate auxin responses.

Given the extensive circadian control of auxin-signaling genes, we examined the frequency of circadian expression for genes previously reported to be regulated by auxin [36,38]. We found that many more auxin-induced genes were clock regulated than expected by chance (*p* = 1.0 × 10^−04^) (Tables S2 and S3). 

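Of 5 tested genes from a textbook list of auxin-induced genes, 2 were rhythmic: IAA29 and GH3.5. This list, of 50 genes, was written before the data were examined and is not the published set of auxin-induced genes that the study used. The odds ratio was 5.38 (one-sided Fisher exact test, p = 0.0972; adjusted p = 0.233 over 19 lists), and 4 of the 5 passed when adjusted over the list alone. The test of auxin-induced (textbook) rhythmic members passed, before adjustment over lists, without the trend term (3 of 5, p = 0.0100), on linear intensities (3 of 5, p = 0.00883), after quantile normalization (3 of 5, p = 0.0120), with the upper 50% by intensity (2 of 2, p = 0.0278), with genes called at an adjusted p below 0.01 (2 of 5, p = 0.0208) or an unadjusted p below 0.05 (4 of 5, p = 0.0204), and without 36, 40 or 56 h (p = 0.0491, 0.0133 and 0.0391). Adjusted over the lists, it passed on linear intensities (adjusted p = 0.0389) and after quantile normalization (adjusted p = 0.0483). HAT2 (AT5G47370), a homeodomain gene, had a log2 amplitude of 0.14 (standard error 0.04) and an adjusted p of 0.0652 from limma. LBD16 and LBD29, which act in lateral root formation, had adjusted p values of 0.0966 and 0.263. HAT2 passed on linear intensities (adjusted p = 0.0457), without the trend term (adjusted p = 0.0486), with the upper 50% by intensity (adjusted p = 0.0403) and without 40 h (adjusted p = 0.0397), and LBD16 passed after quantile normalization (adjusted p = 0.0471). HAT2 also passed under the study's rule as rebuilt here, without adjustment (p = 0.0180 from shuffled orders of the times), with a peak at CT8.13.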

Interestingly, we found a significant correlation between fold induction [36] and percent rhythmicity (Figure 2A). Over half of the genes highly induced by auxin are also circadian regulated. This represents a 5-fold enrichment over what would be expected by chance and more than four times that seen for genes with low auxin inducibility. Furthermore, most of these auxin- and clock-regulated genes show peak expression during a 4-h window in the middle of the subjective day (Figures 1C and S1) instead of demonstrating the broad distribution of phases observed for circadian-regulated genes in general (Figures 1A and S1). 

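Both rhythmic auxin-induced genes peaked between CT4 and CT8, against 230 of the other 1010 rhythmic genes, or 22.8% (Fisher exact test, two-sided, p = 0.0524). Over all 5 tested members, rhythmic or not, the fitted peaks lay between CT4.80 for LBD16 and CT7.61 for IAA29, with HAT2 at CT6.82 and LBD29 at CT7.48. Of all other tested genes, 19.6% had a fitted peak in the same window (Fisher exact test, two-sided, p = 0.000292). That comparison over all members was chosen after their peak times had been seen. With the window moved to CT3 to CT7, 1 of the 2 rhythmic genes lay inside it. The test of the share of rhythmic auxin-induced genes peaking at CT4 to CT8 gave p = 0.0405 with the window moved to CT5 to CT9, which also held both genes.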

Inspection of the average expression patterns of genes that are highly induced by auxin but do not pass our *p*-value cutoff for classification as clock regulated suggests that some of these genes are in fact circadian regulated. As shown in Figure 2B, these genes on average appear to be rhythmically expressed with the same phase as highly auxin-induced genes that we do identify as circadian, suggesting that even more than 56% of highly auxin-induced genes are also clock regulated. In addition, we found a significant correlation between amplitude of cycling and degree of auxin inducibility (Figure 2A). 

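The 3 auxin-induced genes without a rhythm call, LBD16, LBD29 and HAT2, were highest on average in the middle of the subjective day. The mean profile of auxin-induced genes without a rhythm call, each divided by its own mean, had a relative amplitude of 0.0838 and peaked at CT6.28 (permutation test over times, p = 0.0121). The 2 rhythmic members, taken the same way, had a relative amplitude of 0.229 and peaked at CT7.25. Adjusted over the 13 lists that had members without a call, the p of the 3 genes was 0.0789. The unadjusted p was 0.0549 with scan day in the fit, 0.222 without the intensity filter, where 7 genes had no call, and 0.0544, 0.146 and 0.0539 without 36, 40 or 52 h. The 6 gibberellin genes without a call gave p = 0.00860, with the same adjusted p, and peaked at CT12.5. From such an average over highly induced genes, the paper proposes that more of them are clock regulated than its threshold counts.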

The mean relative amplitude of the rhythms from the highly induced set of genes was nearly double that of the other two groups of auxin-induced genes (Figures 2A and S2).

**Figure 2:**
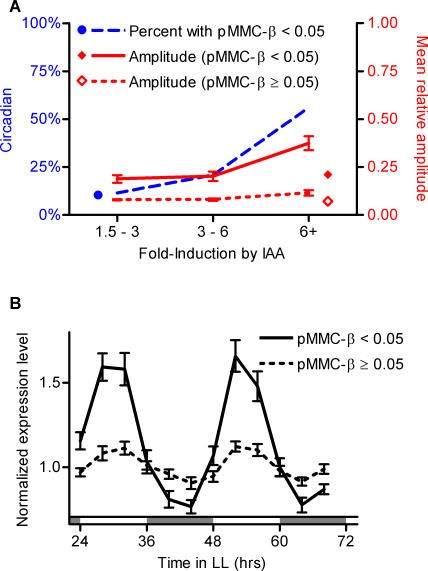
Correlation between Auxin-Responsiveness and Circadian Regulation (A) Relationship between degree of induction by auxin [36] and circadian regulation is presented. Genes were classified on the basis of responsiveness to auxin (x-axis), and the percent with clock-regulated gene expression (pMMC-β < 0.05) was plotted in blue on left y-axis; we found a significant correlation between fold induction and percent rhythmicity (χ^2^ test: *p* = 2.3 × 10^−06^). A closed blue circle (left) represents the percent of all expressed nuclear-encoded genes that are circadian regulated. There is a strong correlation between fold induction by IAA and relative amplitude of circadian-regulated genes (pMMC-β < 0.05) and a weak correlation for noncircadian genes (1 > pMMC-β ≥ 0.05), plotted in red on the right y-axis (circadian/IAA: *r*_s_ = 0.680, *p* = 4.1 × 10^−07^; noncircadian/IAA: *r*_s_ = 0.182, *p* = 1.4 × 10^−02^). Indeed, there are significant differences in relative amplitude of circadian genes between highly IAA-induced and other IAA-induced genes (t-tests: (6+) versus (3 − 6), *p* = 7.9 × 10^−04^; (6+) versus (1.5 − 3), *p* = 2.2 × 10^−04^). Discrete data points on the right represent the mean relative amplitude of all expressed nuclear-encoded genes that are circadian regulated (closed red diamond) and noncircadian (open red diamond). (B) Mean normalized microarray expression data for highly auxin-induced genes are presented [36]. Genes induced by auxin >6-fold have been classified as circadian regulated (pMMC-β < 0.05 and 19 ≤ period ≤ 29 h) or not (pMMC-β > 0.05 and/or period ≤ 19 or ≥ 29 h). Error bars represent the standard error of the mean.

We next examined circadian regulation of genes that are induced in response to the hormone brassinolide, since there is overlap between genes induced by this hormone and auxin [36]. In contrast to auxin-responsive genes, we found that genes induced by brassinolide, but not induced by auxin, were no more likely to be clock regulated than expected by chance (Table S2). Nor was there a correlation between responsiveness to brassinolide and either percent rhythmicity (*p* = 0.48) or circadian amplitude (*p* = 0.99). Furthermore, we saw no skewing of those brassinolide-induced genes that are circadian regulated towards a particular phase of peak expression as we do for those that are auxin induced (Figure S1; Table S4). These data, contrasted with the significant circadian regulation seen with auxin-signaling components, suggest that auxin but not brassinolide signaling is specifically regulated by the circadian clock.

### High Concentrations of Auxin Affect Circadian Rhythms, but Auxin Does Not Reset the Clock

Since auxin controls diverse processes [44], and there are many examples of clock outputs feeding back upon the central circadian oscillator [45–47], we examined the effects of exogenous auxin on circadian rhythms. We monitored bioluminescence rhythms of auxin-treated plants expressing the firefly luciferase gene *(LUC)* driven by the promoters of the central clock genes *CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*) and *TIMING OF CAB EXPRESSION 1* (*TOC1*) (Figure 3) [48]. We found that an acute IAA treatment administered before subjective dawn, the time at which the abundance of free IAA has been shown to be at trough levels [21], had no effect on the phase of expression of these reporter genes (Figure 3A and 3B). We also saw no phase resetting when IAA was applied at other times of day (unpublished data), suggesting that exogenous auxin is not able to set the phase of the clock. However, acute application of relatively high levels of IAA (20 μM) did cause a slight lengthening of free-running period (Table S5). We also examined the effects of acute IAA application to plants expressing luciferase under the control of promoters of the central clock-associated gene *GIGANTEA (GI)* [49] and clock output genes *CAB2, COLD-CIRCADIAN RHYTHM-RNA BINDING 2 (CCR2),* and *EARLY FLOWERING 3 (ELF3)* (Figure S3; Table S5) [46,50,51]. Similar to *CCA1*::*LUC* and *TOC1*::*LUC,* we found modest effects on free-running period length of *CAB2*::*LUC* and *GI*::*LUC* following an acute treatment of 20 μM IAA (Figures 3A, 3B, S3A, and S3D; Table S5). Consistent with a recent study [52], we found that the rhythmic amplitude of some reporters *(ELF3*::*LUC, GI*::*LUC,* and *TOC1*::*LUC)* showed a slight but significant reduction after treatment with 20 μM IAA. This reduction in amplitude was transient, lasting from two to three days after auxin application (Figures 3B, S3C, and S3D; Table S5).

**Figure 3:**
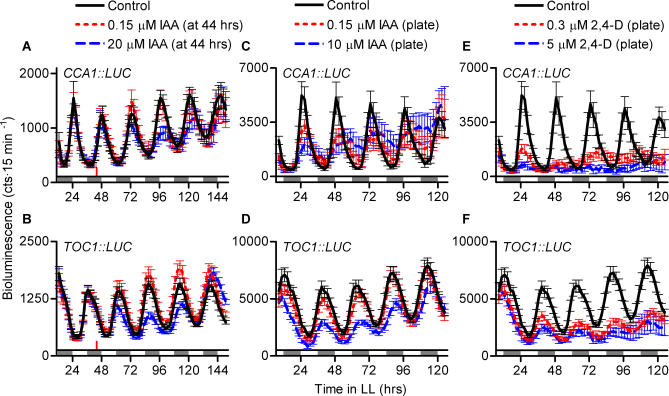
Auxin Affects Rhythmic Expression of Clock Genes in a Dose-Dependent Manner Average luciferase activity of *CCA1*::*LUC* (A, C, E) and *TOC1*::*LUC* (B, D, F) plants (*n* = 9–12) with standard error of the mean in response to exogenous auxin is presented. Seedlings were sprayed with the indicated concentrations of IAA after 44 h in continuous light (red tick mark) (A) and (B), or 1–2 h prior to the start of imaging, were transferred to growth medium containing the indicated concentrations of IAA (C) and (D) or 2,4-D (E) and (F). See Table S5 for statistical analyses. Plants were entrained for 6 d in 12-h white light/12-h dark photoperiods before being imaged in constant red light. (C) and (D) and (E) and (F) show representative data from three and two independent experiments, respectively.

Since acute auxin treatment caused a transient decrease in rhythmic amplitude, we next examined the effects of a prolonged treatment of exogenous auxin on the plant circadian clock. We transferred seedlings to growth medium containing either the natural auxin IAA or the artificial auxin 2,4-dichlorophenoxyacetic acid (2,4-D). Seedlings were maintained in monochromatic red light, a condition that minimizes photodegradation of IAA [53]. Both high concentrations of IAA (10 μM) and all tested concentrations of 2,4-D (0.3 μM and 5 μM) generally caused a slight lengthening of free-running period and a marked reduction in rhythmic amplitude (Figures 3C–3F and S3E–S3L; Table S5). Prolonged treatment with 0.15 μM IAA also decreased the rhythmic amplitude of some circadian markers (Table S5). Likewise, an acute treatment of 20 μM 2,4-D or prolonged treatment with another synthetic auxin, 5 μM 1-naphthaleneacetic acid (NAA), had similar effects on the period and amplitude of *CCR2*::*LUC* rhythms (unpublished data).

It is unclear whether auxin signaling feeds back upon the clock in a biologically relevant manner or if rhythms were indirectly affected by the toxicity of auxin treatments; the latter possibility is highlighted by the fact that 2,4-D is the most widely used herbicide worldwide [54]. Therefore, to avoid complications stemming from auxin's potentially indirect influence on rhythms, most of the subsequent experiments were performed using a low dose of auxin that had minimal or no effect on rhythmic expression of clock components and output genes.

### Auxin-Mediated Transcriptional Responses Are Circadian Regulated

The congruence between auxin- and clock-regulation of gene expression, along with the conspicuous circadian regulation of auxin-signaling genes, suggested that there might be circadian regulation of auxin signal transduction. To investigate this possibility, we devised a new tool for conveniently monitoring temporal regulation of auxin transcriptional responses in individual plants. We generated transgenic plants expressing the firefly luciferase gene under the control of an enhanced version of the auxin-responsive promoter DR5, a well-characterized synthetic promoter [55]. The original DR5 promoter has been widely used to drive the expression of β-Glucuronidase and green fluorescent protein to monitor the spatial domain of auxin responses. This DR5 promoter consists of seven repeats of an 11-bp sequence derived from the AuxRE found upstream of the auxin-induced soybean *GH3* gene [55]. Since luciferase activity in DR5::*LUC* seedlings was too low to monitor (unpublished data), we increased the number of tandem repeats of the core element from seven to 13 to generate an enhanced DR5 reporter construct (eDR5::*LUC*). Auxin-responsive bioluminescence can be easily detected in plants transgenic for this reporter construct. All eDR5::*LUC* transformants that were tested exhibited dramatic induction of luciferase activity in response to an acute application of 20 μM IAA, with luciferase activity declining to near basal levels approximately 24 h after treatment (Figure 4A). In contrast, plants expressing luciferase under the control of a mutated form of the eDR5 promoter, m3,4-eDR5, did not show an increase in activity after auxin application (unpublished data), consistent with previous reports [55].

**Figure 4:**
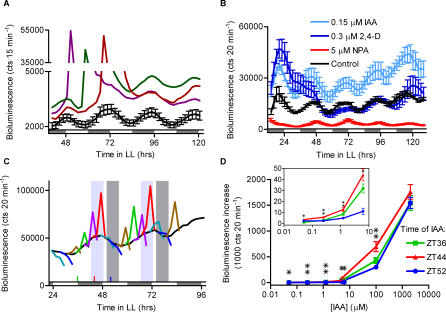
Native Auxin Signaling and Sensitivity to Exogenous Auxin Are Circadian Regulated (A) eDR5::*LUC* bioluminescence with standard error of the mean is shown for T1 plants in continuous light (black trace with error bars; *n* = 28; circadian and expression ≥5% above background). Data are also shown for eDR5::*LUC* T1 plants that were sprayed with 20 μM IAA at ZT47 (purple line), ZT55 (green line), and ZT65 (dark red line) (*n* = 32, 34, and 34; expression ≥5% above background prior to treatment). The y-axis has been split in order to better visualize both the circadian and the auxin-responsive expression of eDR5::*LUC*. (B) eDR5::*LUC* rhythms in the presence of exogenous auxins (IAA and 2,4-D) and an auxin transport inhibitor (NPA) are shown. Bioluminescence from the apex of each seedling was measured (*n* = 3–18). (C) Circadian gating of auxin sensitivity is presented. Groups of eDR5::*LUC* plants (*n* = 8) were treated with 0.15 μM IAA at 4-h intervals. Bioluminescence levels at 1 h prior to treatment and 1, 3, and 5 h after treatment are shown in various colors for each auxin application. Data from treated samples have been normalized such that the bioluminescence level of the pretreatment time point matches that of the control, shown in black (i.e., all values for a particular treatment have been divided by the pretreatment value and multiplied by the control value that corresponds to the pretreatment time point). The color-coded tick marks above the x-axis correspond to the times of auxin application data in Figure 4D. Areas shaded light- and dark-gray correspond to the 6-h periods in Figure 5A during which exogenous auxin promotes or has no effect, respectively, on hypocotyl elongation. (See Figure S5 for an alternate presentation of the data from Figure 4C, see Figure S6 for this data plotted adjacent to the data from Figure 5A.) (D) eDR5::*LUC* plants were sprayed with the indicated concentrations of IAA at different times of day as described for (C). Presented are the differences in bioluminescence 3 h after IAA treatment compared to the control plants. The lower range of doses is also shown as an inlay. One or two asterisks indicate that the response at ZT44 is significantly (*p* < 0.05) greater than the responses at one or both of the other time points, respectively. Datasets are color coded to match the tick marks above the x-axis in Figure 4C. (A–C) and (D) show representative data from two and three independent experiments each, respectively.

**Figure 5:**
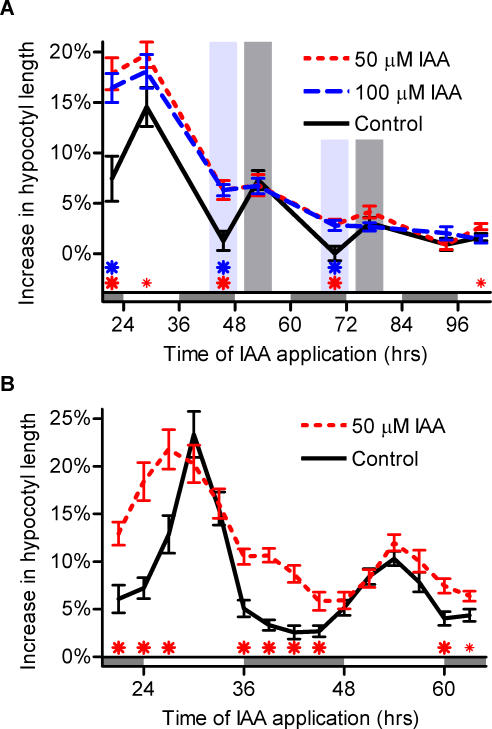
Auxin-Induced Hypocotyl Elongation Is Gated by the Circadian Clock Hypocotyl elongation of free-running plants in response to auxin treatment was monitored twice a day for 4 d (A) or at 3-h intervals over 2 d (B). Plants were entrained for 3 d in 12-h white-light/12-h dark photoperiods and then transferred to constant red light. The time of auxin or mock treatment is graphed on the x-axis and the percent increase in hypocotyl length observed over the subsequent 6 h is indicated on the y-axis. Data points are plotted in the middle of each 6-h treatment. Asterisks on the x-axis indicate time points at which hypocotyl elongation of auxin-treated seedlings was significantly greater than in the controls (t-tests: small asterisk if *p* < 0.05, large asterisk if *p* < 0.01). (A) Areas shaded light- and dark-gray correspond to the 6-hr periods during which exogenous auxin promotes or has no effect, respectively, on hypocotyl elongation. (A) Shows representative data from two independent experiments. (See Figure S6 for a direct comparison of Figures 4C and [A]).

We next examined temporal regulation of luciferase activity in the absence of exogenous auxin. Of those T1 seedlings expressing eDR5::*LUC* with mean bioluminescence levels at least 5% above background, over 80% expressed eDR5::*LUC* in a circadian manner. Importantly, these seedlings showed a consolidated phase of peak activity around subjective dawn (Figure 4A). In contrast, only 12% of the visible m3,4-eDR5::*LUC* plants (mean bioluminescence levels at least 5% above background) exhibited circadian patterns of bioluminescence, and none were dawn phased like eDR5::*LUC* (Table 1) (unpublished data). Circadian regulation of luciferase activity in these rare plants is likely due to random insertion of the transgene in the promoters of clock-regulated genes. These data demonstrate that auxin signaling is indeed under circadian control, as suggested by the predominance of clock regulation among highly auxin-induced genes.

**Table 1:**
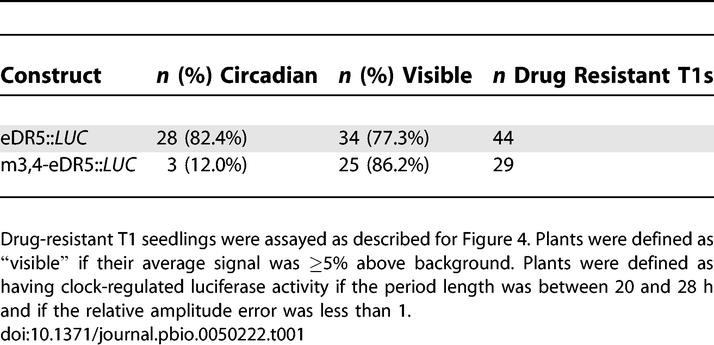
eDR5::*LUC* Expression Is Circadian Regulated

### Circadian Control of Auxin-Regulated Gene Expression Does Not Depend upon Rhythmic Auxin Biosynthesis or Transport

Previous reports have indicated that levels of active IAA are under circadian regulation in *Arabidopsis* [21]. We therefore investigated whether circadian regulation of luciferase activity in eDR5::*LUC* plants was affected by exogenous auxin. Acute treatment with 20 μM IAA caused a transient increase in luciferase activity in these plants, but as was generally true for other clock outputs, no change in circadian phase or amplitude was observed (Figure 4A). We next tested the effects of prolonged treatment with a natural auxin by transferring eDR5::*LUC* plants to media containing IAA. Luciferase activity was elevated relative to control plants (Figure 4B), demonstrating that these plants were taking up active hormone throughout the experiment. However, rhythmic luciferase activity was maintained, and normalization revealed there was no change in the amplitude of rhythmic gene expression (Figure S4). We also examined eDR5::*LUC* expression in plants grown on media containing the extremely stable [56] synthetic auxin 2,4-D. Rhythmic luciferase activity persisted under these conditions (Figures 4B and S4). Slight effects on free running period and rhythmic amplitude were observed, similar to what was seen for other circadian markers (Figures 3E, 3F, and S3I–S3L; Table S5). Rhythmic auxin signaling thus persists in the presence of exogenous auxin, suggesting that these rhythms can be controlled by processes downstream of auxin synthesis.

The site of auxin synthesis is often not the site of auxin action [31]. The observation that the auxin efflux carriers PIN-FORMED 3 (PIN3) and PIN7 show circadian regulation of gene expression suggested that rhythmic auxin transport might be essential for the observed rhythmic transcriptional responses. To test this possibility, we grew eDR5::*LUC* plants on media containing *N*-1-naphthylphthalamic acid (NPA), an inhibitor of the auxin transport machinery. Although NPA alters the location of primary sites of eDR5::*LUC* expression (as previously reported for DR5::*β-GLUCURONIDASE* plants [57,58]), rhythms are still detected (Figure 4B). NPA caused an ∼2-h delay in the phase of eDR5::*LUC* rhythms and a decrease in expression levels, but the amplitude of the rhythm did not decrease (Figure S4). Furthermore, transport of 2,4-D is not dependent upon PIN proteins [31,59], so eDR5::*LUC* rhythms in the presence of 2,4-D (Figure 4B) are likely independent of rhythmic PIN activity. Likewise, rhythms were still detectable in the presence of NAA (unpublished data), an extremely stable [56] synthetic auxin able to bypass auxin influx carriers by diffusing into cells [31,59]. Our data therefore suggest that neither rhythmic auxin synthesis nor transport is required for circadian regulation of auxin signaling.

### Transcriptional Responses to Auxin Are Gated by the Circadian Clock

Many responses that are under both circadian and environmental regulation are also gated by the clock [11,60]. The apparent time-of-day-dependent differential responses to 20 μM IAA observed in Figure 4A suggested that this may also be the case for auxin signaling. Given this preliminary result and the circadian regulation of both auxin-signaling components and auxin-responsive genes, we wished to discover whether the sensitivity of the plant to exogenous auxin might indeed be controlled by the clock. We therefore applied low doses of IAA to separate groups of free-running eDR5::*LUC* seedlings at 4-h intervals over the course of several days and monitored the degree of induction of luciferase activity after each application. When given during the subjective day, IAA treatments caused little or no increase in luciferase activity and even on occasion a decrease, although this latter observation was not consistently reproducible (Figures 4C and S5). Thus plants show minimal responsiveness to exogenous IAA at times when eDR5::*LUC* expression in control plants is decreasing. At subjective dusk, the time at which nontreated eDR5::*LUC* levels begin an upward trend from trough to peak, the sensitivity to exogenous IAA increased as well. Peak IAA responsiveness and peak levels of eDR5::LUC activity in untreated plants thus coincided just before subjective dawn. The gating of eDR5::*LUC* induction appears to be slightly less robust towards the end of the time course. An additional day of monitoring revealed that in these older plants auxin responses seem more sustained at all time points, but that gating persists (unpublished data). This diminished gating after an extended time in constant conditions is similar to what was reported for the circadian gating of light-induced *CAB2*::*LUC* expression [11].

We next wished to determine whether the observed gating was consistently observed only at low IAA concentrations. We therefore applied a wide range of auxin concentrations, from 0.15 μM to 10 mM IAA, to plants at three different times during the subjective day and night. At IAA concentrations between 0.15 μM to 100 μM, plants treated during the late subjective night (Zeitgeber Time 44 [ZT44]) were more responsive than those treated at other times. However, at the very high dose of 2 mM IAA, differential sensitivity was no longer observed (Figure 4D). There is no additional induction of eDR5::LUC activity when auxin treatments are increased from 2 mM to 10 mM (unpublished data), suggesting that at these high concentrations this auxin response is saturated. Therefore, both endogenous auxin signaling and plant responses to a wide range of concentrations of exogenous auxin are regulated by the circadian clock.

### Growth Responses to Auxin Are Gated by the Circadian Clock

We next wanted to investigate whether the circadian control of auxin signaling would be manifested in other types of outputs. Therefore, we decided to focus on plant growth, a process subject to both auxin and circadian regulation. Auxin has long been implicated in plant growth, while both hypocotyl and internode elongation have more recently been shown to be circadian regulated [21,22]. Since we had been working with seedlings up to this point, we examined circadian control of auxin-induced growth in the hypocotyl.

Entrained plants were transferred to continuous red light, and hypocotyl elongation was examined in control- and IAA-treated seedlings over 6-h periods for multiple days. Rhythmic elongation with a peak in the mid-to-late subjective day was observed in control plants (Figure 5), consistent with previous reports [22]. Rhythmic amplitude decreased over successive days as the hypocotyls approached their maximum length. In general, we found that elongation could be enhanced when plants were treated with exogenous IAA during the subjective night, but that no additional growth was seen when plants were treated during the subjective day (Figure 5). Just as the amplitude of hypocotyl elongation rhythms diminished through development, the additional growth responses to exogenous IAA became minimal or nonexistent over time (Figure 5A). Interestingly, exogenous auxin caused maximal stimulation of both plant growth and eDR5::LUC activity at the same time, during the subjective night (see Figure S6 or compare light-gray shaded areas in Figures 4C and 5A). In contrast, the time of peak hypocotyl elongation in untreated control plants occurred later in the subjective day (Figure 5). The first day of data is not shaded in Figures 4C and 5A because we have observed that following the transition from entraining conditions to growth in constant light, hypocotyl growth rhythms are unstable for up to a day and a half [61]. This is likely due to a complex interplay between light signaling and the circadian clock on the regulation of hypocotyl elongation. Likewise, the fourth and final day is not shaded since hypocotyl elongation rhythms have diminished because of cessation of hypocotyl growth.

The limited temporal resolution of the data in Figure 5A left open the possibility that there is a maximal hypocotyl elongation rate that (1) is attained once a day in control seedlings and (2) can be reached at any time of day if plants are treated with exogenous auxin. To address this possibility, we performed a time-course analysis with better temporal resolution (Figure 5B). We found that hypocotyl elongation in response to exogenous auxin diminished as subjective dawn approached, reaching a growth rate equivalent to the controls at ZT48. Notably, this growth rate is lower than that observed in both control and IAA-treated plants between hours 51 and 57. Thus auxin treatment around subjective dawn (ZT48) was not sufficient to increase elongation to the levels seen either a few hours earlier or later. This result indicates that the differential growth response to auxin at different times of day represents bona fide gating by the circadian clock. Circadian gating of sensitivity to auxin therefore extends from auxin-regulated gene expression to auxin-regulated growth responses, suggesting that these processes are causally linked.

## Discussion

Using genome-wide transcriptional profiling, we found that over 10% of genes expressed in *Arabidopsis* seedlings are circadian regulated at the level of transcript abundance. This is likely an underestimate given our observation of apparent rhythms in the expression of highly auxin-induced genes that we have classified as noncircadian. Indeed, another recent global examination of clock-regulated gene expression estimated that at least 16% of *Arabidopsis* genes show circadian regulation of transcript abundance [14]. We were intrigued by the preponderance of circadian-regulated genes involved in auxin signaling. Members of three families of auxin-signaling components have been shown to have relatively short half-lives [62–64]. Thus transcript abundance for these gene families is likely a good indicator of their protein levels. The possibility that auxin signaling might be under circadian control was bolstered by our finding that over 50% of highly auxin-responsive genes are also rhythmically expressed. Using multiple repeats of a well-characterized synthetic auxin-responsive motif to drive a reporter gene, we discovered that plant responses to endogenous auxin are indeed clock regulated. Further, we found that the circadian clock gates plant transcriptional and growth responses to exogenous auxin. Thus, we have described an exciting and unsuspected link between clock and auxin signaling, two important, far-reaching, and intensively studied pathways.

The activity of the synthetic auxin-responsive promoter DR5 is commonly used as an estimate of active auxin levels. The circadian nature of auxin signaling suggests caution is required when using DR5 activity or other auxin-controlled processes in this manner. It might be most appropriate to think of DR5 as an indicator of the state of auxin signaling rather than an indicator of free auxin levels. Interestingly, we observed peak activity of eDR5::LUC around subjective dawn, about 6 h before peak expression of most auxin-induced genes. This modest phase discrepancy may be due to inherent differences between natural and pared-down synthetic promoters. For example, endogenous AuxREs tend to be composite sequences with a “constitutive element” adjacent to the motif on which the synthetic DR5 promoter was based [65].

Since many auxin-signaling components are clock regulated at the transcriptional level, it is not obvious where the clock- and auxin-signaling pathways intersect. One possibility is that this integration occurs at the promoters of individual genes. However, this seems unlikely for several reasons. First, the auxin-responsive minimal promoter eDR5 drives circadian regulation of the luciferase gene, whereas m3,4-eDR5 (with two nucleotides altered per each 11-bp repeat) has lost both auxin responsiveness and circadian regulation. Second, we found a significant correlation between high auxin inducibility and high-amplitude circadian rhythms. Finally, auxin-regulated genes that are also under circadian control show a consolidated phase of peak expression during the subjective day. All of these lines of evidence suggest that the auxin signal transduction pathway itself is regulated by the clock.

To further delineate where the clock and auxin pathways interact, we took a pharmacological approach. Our findings that rhythmic eDR5::*LUC* expression persists in plants grown on media containing exogenous IAA and that transcriptional response to even high doses of IAA are gated by the clock suggest that rhythmic auxin synthesis is not required for clock regulation of auxin signaling. This is consistent with previous studies showing that rhythmic internode elongation was rescued in decapitated floral stems when active auxin was applied to the cut surface [21]. We also observed rhythmic luciferase activity when plants were grown on media containing the synthetic auxins 2,4-D or NAA. Given that 2,4-D is a poor substrate for the enzymes that conjugate IAA to amino acids [42], many of which show clock-regulated gene expression, this suggests that rhythmic conjugation may also be unnecessary for circadian auxin signaling. NAA and 2,4-D do not depend upon the usual auxin influx and efflux carriers, respectively [31,59], suggesting that rhythmic auxin transport is also not required for the observed rhythms in transcriptional responses. Indeed, rhythms persisted when plants were grown on media containing the auxin transport inhibitor NPA. Therefore it seems likely that clock modulation of the auxin-signaling pathway occurs at the level of auxin perception and/or signaling.

Although our data suggest that rhythmic biosynthesis, transport, and conjugation are not individually required for establishing auxin-signaling rhythms, clock regulation of these steps might act to reinforce rhythms generated by some downstream component. Alternatively, it is possible that circadian regulation of no single step in the auxin-signaling pathway is required for circadian auxin signaling. Rather, clock regulation of multiple steps might work together to establish and maintain circadian auxin signaling, similar to what has been observed for clock regulation of the production of plant scent compounds [66]. Clarification of this point awaits the detailed phenotypic analysis of various auxin-signaling mutants.

We also found that auxin promotes growth in intact plants in a time-of-day–specific manner. Although auxin was first identified over a hundred years ago on the basis of its ability to promote growth in decapitated plants and plant sections, extensive studies with intact wild-type plants have found that exogenous auxin usually inhibits, rather than enhances, hypocotyl growth [67–69]. In our hypocotyl elongation studies we treated growing seedlings with exogenous auxin, whereas most researchers assaying the effects of auxin on intact wild-type *Arabidopsis* plants germinate seeds on auxin-containing media [67,69]. To determine whether this might affect plant growth responses to the hormone, we compared the effects of auxin treatments given before and after germination. Consistent with previous reports, seeds germinated on media containing auxin show a clear inhibition of hypocotyl elongation after 5 d of growth (Figure S7A). However, treatment of already-growing seedlings with auxin promotes hypocotyl elongation over a wide range of treatment times (Figure S7B), suggesting that developmental stage, not treatment duration, dictates the effect of auxin on hypocotyl elongation. This is consistent with our observation that auxin responses are more sustained in older seedlings (unpublished data) and highlights the complex interaction of temporal, spatial, and developmental parameters on auxin signaling and responses.

Auxin-signaling pathways are well known to undergo negative feedback regulation, leaving open the possibility that circadian gating of auxin signaling is also modified by negative feedback. Many other processes both promoted by an external stimulus and regulated by the endogenous clock show circadian gating; often the response is modulated such that the pattern of responsiveness mirrors the pattern of endogenous cycling [11,60]. However, the acute induction of eDR5::*LUC* expression in response to exogenous auxin shows an abrupt decline in the subjective late night/early morning, creating a sawtooth-like variation in sensitivity not seen in eDR5::*LUC* rhythms in untreated plants. Intriguingly, transcript levels of IAA-amido synthetase and Aux/IAA genes, the products of which result in inactivation of and decreased sensitivity to IAA, begin to increase at the time when sensitivity to exogenous IAA abruptly drops. This raises the possibility that gated induction of these genes by the clock might cause the observed abrupt decrease in auxin sensitivity early in the subjective day. 

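IAA29 was higher 4 h after subjective dawn than at dawn in both cycles. Its intensity went from 79.4 to 110.0 between 24 h and 28 h in constant light, and from 75.0 to 104.6 between 48 h and 52 h. GH3.17 went from 692 to 834 in the first cycle and from 796 to 885 in the second. GH3.5 went from 405 to 433 and from 301.7 to 468. IAA18, which was not rhythmic, went from 357 to 367 and from 370.0 to 396. Of the Aux/IAA and GH3 genes that could be assigned to a probe set, these 4 are the ones above the intensity filter. Of the 8 below it, IAA33 and IAA34 were higher in both cycles, IAA31 was lower in both, and IAA20, IAA30, GH3.1, GH3.3 and GH3.9 were higher in 1 cycle and lower in the other. Each value is 1 array, so the change over any single 4-h step was not tested. In the first cycle the step also crosses scan days, since the 28 h array was the only 1 of scan day 3.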

Notably, early morning is also the time of day when plants show the least auxin-induced hypocotyl elongation. Clock regulation of multiple aspects of auxin signaling may thus modulate plant responses to exogenous auxin.

Hypocotyl elongation has previously been shown to be under circadian regulation with the peak rate of growth occurring around subjective dusk when plants are maintained in constant light [22]. Our data suggest that rhythmic sensitivity to auxin does not cause the growth rhythms seen in constant light, since in these conditions peak responses to auxin occur during the subjective night while most growth occurs during the mid- and late-subjective day. However, we found that most auxin-induced genes show peak clock-regulated expression in the subjective afternoon, not long before the observed peak in hypocotyl growth rate. This suggests that normal rhythmic hypocotyl elongation may be influenced by circadian auxin signaling, which can be readily tested when more is known about the basis for the clock's influence over auxin signaling. Identifying the underlying mechanisms behind clock-regulated growth processes is proving to be a challenging task [70]. It is likely that rhythmic growth is controlled by a complex interplay of multiple signaling networks perhaps including auxin, ethylene, circadian, and light-signaling pathways, among others.

Auxin and the circadian clock both play pervasive roles in plant growth, development, and responses to the environment. Previous studies have emphasized the role of auxin in spatial regulation [27,28,71]. Our finding that auxin signaling is regulated by the circadian clock raises the possibility that there is also a temporal component in the effects of auxin on plant growth and development. It will be very exciting to determine the extent to which auxin-mediated responses such as tropisms and organ formation are also regulated by the circadian clock. Such insights will help us better understand how the clock helps plants cope with their ever-changing environment.

## Materials and Methods

### Microarray analysis.

*CCR2*::*LUC* (Col-0 ecotype) seeds were vapor-phase sterilized (100 ml bleach with 3 ml HCl) for 10 h prior to being sown on filter papers on MS agar plates containing 3% sucrose and 0.8% agar. Seeds were stratified at 4 °C for 4 d before transfer to a growth chamber (22 °C). Seedlings were entrained in 12-h white light (light source was cool white fluorescence tubes; fluence rate ∼120 μmol m^−2^ sec^−1^)/12-h dark cycles for 7 d before being released into free-running conditions of continuous white light at 22 °C. Starting at subjective dawn of day 9, tissue was harvested every 4 h over the course of the next 44 h. Following standard protocols (previously described in [12]), labeled cRNA targets were prepared from total RNA and hybridized to oligonucleotide-based arrays with probe sets corresponding to over 22,000 *Arabidopsis* genes, nearly the entire genome. Approximately 69% of these genes are expressed in our samples. To be considered “expressed,” the gene must be called “present” by MAS 5.0 Software (Affymetrix, http://www.affymetrix.com) for at least four of the 12 time-points. To identify expressed genes whose transcript abundance fluctuates with a period of ∼24-h, the dChip-derived Model-Based Expression Index [72] of each probe set was fit to cosine waves of defined period and phase and the significance of fit determined by empirical testing [73]. This method has been widely used to analyze circadian microarray datasets [12,16,17]. Transcript abundance of 1,610 nuclear-encoded genes, corresponding to 10.4% of genes with detectable expression levels, had a greater than 95% probable correlation (pMMC-β < 0.05) to a cosine wave with a period between 19 and 29 h; these genes were called “circadian regulated.” 

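With the study's rule rebuilt as far as possible, 2138 of the 9161 genes passed at an unadjusted p below 0.05, which is 23.3%. Intensities were detrended, the best cosine with a period of 19 to 29 h was found in steps of 0.5 h, and p came from 1000 shuffled orders of the times. Of the 1012 genes called by limma, 919 passed this rule. The median best period of the 1012 genes was 23.0 h (quartiles 22.0 and 24.0 h). After Benjamini-Hochberg adjustment 0 genes passed, but 169 genes had the smallest p that the shuffled orders can give, 0.000999, so that no adjusted p could fall below 0.0542. Over all probe sets, named or not, that exceeded the intensity filter, an alternative chosen after seeing the data, 639 passed after adjustment. The presence calls that define expressed genes in the study were not used here. In simulated data with rhythms added to 200 genes, the rebuilt rule, at its unadjusted p, called 6.46% of the 8961 genes without one.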

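The relative amplitude of the 1012 rhythmic genes had a mean of 0.199 and a median of 0.163 (quartiles 0.131 and 0.220), against a mean of 0.0607 in the other tested genes. It was computed here as the amplitude of the 24-h cosine on linear intensities divided by the mean intensity of the gene. IAA29 had a relative amplitude of 0.252 and GH3.5 of 0.208. The mean of these 2 auxin-induced genes, 0.230, was 0.0311 above that of the other rhythmic genes (exact permutation test over all pairs, two-sided, p = 0.680). Groups by degree of induction in auxin were not analysed here. COR15B had a relative amplitude of 1.02 and GI of 0.417.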

The relative amplitude is defined as the ratio of β (a measure of absolute amplitude) to mean Model-Based Expression Index of the 12 time points. The heat map display in Figure 1A was generated using Prism [74], a Web-based genomic data visualization program (http://noble.gs.washington.edu/prism).

### Luciferase imaging.

The eDR5::*LUC* construct was generated by inserting 13 copies of the 11-nucleotide DR5 core element (instead of the seven copies of the core element used in previous DR5 reporters) into the BamHI/XhoI sites of pAtM-NOS [75]. The m3,4-eDR5::*LUC* construct contains 13 copies of a mutated core DR5 element repeat containing two mutated nucleotides [55]) inserted into the SacI/XhoI sites of pAtM-NOS [75]. For *GI*::*LUC,* a 1.3-kb region upstream of the *GI* coding sequence was PCR amplified (PCR primers: CAC AAT CAC GgA TCg TAT GGA G and GAC ATC AAA aGc TTC GGG AAA [inserted endonuclease recognition sites are underlined, and nucleotide changes are in lowercase]) and inserted into the BamHI/HindIII sites of pAtM-DΩ. Transgenic plants were generated as previously described [75]. Plants expressing luciferase driven by promoters from *CAB2* [50], *CCA1* [76], *CCR2* [51], *ELF3* [46], and *TOC1* [77] have been previously described. Except where indicated, seedlings were grown on MS medium (Gibco BRL/Invitrogen, http://www.invitrogen.com) with 0.8% agar and 3% sucrose with entrainment in 12-h white light (∼50 μmol m^−2^ sec^−1^)/12-h dark cycles for 7 d before being sprayed with 1.5 ml of 3 mM D-luciferin (Biosynth AG) in 0.1% Triton X-100 and released into free-running conditions of continuous red light (∼50 μmol m^−2^ sec^−1^) for imaging. Seedlings were assayed for bioluminescence by acquiring images every 2 h with exposure times of 15 min (Figures 3, 4A, and S3) using an ORCA II ER CCD camera (Hamamatsu Photonics, http://www.hamamatsu.com) or 20 min (Figures 4B–4D, S4, and S5) using a DU434-BV CCD camera (Andor Technology, http://www.andor.com). Background subtraction was performed for all luciferase-imaging experiments. Fourier transform nonlinear least squares analysis [78] was performed to estimate period, phase, amplitude, and relative amplitude error of rhythmic luciferase activity. Rhythms were considered circadian if the period length was between 20 and 28 h and if the relative amplitude error was less than 1. IAA (Sigma, I-2886, http://www.sigmaaldrich.com) and 2,4-D (Sigma, D-7299) were dissolved in ethanol and NPA (Chem Service, PS-343, http://www.chemservice.com) was dissolved in DMSO. Acute IAA treatments were given as a spray (in 0.1% Triton X-100) with a volume of 1.5 ml. Controls for IAA and 2,4-D treatments are presented and included 0.1% Triton X-100 with the appropriate amount of ethanol (up to 0.0033%). The control for NPA treatment (DMSO at a final concentration of 0.0005%) did not affect rhythmic eDR5::*LUC* expression (unpublished data).

### Hypocotyl growth assay.

After stratification at 4 °C, Col-0 seeds were sown on filter papers on MS agar plates containing 3% sucrose and 0.8% agar and transferred to entraining conditions of 12-h white light (∼50 μmol m^−2^ sec^−1^)/12-h dark cycles for 3 d. Seedlings were then transferred to continuous red light (∼25 μmol m^−2^ sec^−1^). During the first subjective night treatments began and continued over the course of several days either twice a day (Figures 5A and S6) or every 3 h (Figure 5B). Seedlings were treated with 1 ml of an MS solution containing 50 μM IAA (in ethanol), 100 μM IAA, or ethanol (of same volume used in IAA treatments). For each time point, seedlings were transferred into a pool of 1 ml treatment solution that had been applied to fresh MS agar plates containing 3% sucrose and 0.8% agar. Seedlings were imaged immediately after application and left to grow for an additional 6 h in red light before being imaged a second time (Canon PowerShot SD500, http://www.canon.com). ImageJ (http://rsb.info.nih.gov/ij) was used to measure percent change in hypocotyl length.

## Supporting Information

Figure S1 The Phase Distributions of Hormone-Induced Circadian-Regulated Genes The phase distributions of genes solely induced by auxin (IAA-up only) and by both auxin and brassinolide (IAA-up and BL-up), but not genes only induced by brassinolide (BL-up only) [36], deviate significantly from that expected by chance. See also Table S4.
(1.2MB TIF).

Figure S2 Highly Auxin-Responsive Circadian-Regulated Genes Have Higher Amplitude Rhythms Mean normalized microarray expression data with standard error of the mean for circadian-regulated auxin-induced genes are presented [36]. The relative amplitude for rhythms of circadian-regulated highly auxin-induced (>6-fold) genes is significantly greater than that of circadian-regulated genes that exhibit intermediate (3- to 6-fold) or low levels (1.5- to 3-fold) of induction by auxin (*p* = 2.2 × 10^−04^ and *p* = 7.9 × 10^−04^, respectively).
(11.3 MB TIF)

Figure S3 Auxin Affects Rhythmic Expression of Other Clock-Regulated Genes in a Dose-Dependent Manner Average luciferase activity of *CAB2*::*LUC* (A, E, and I), *CCR2*::*LUC* (B, F, and J), *ELF3*::*LUC* (C, G, and K), and *GI*::*LUC* (D, H, and L) plants (*n* = 7–13) with standard error of the mean in response to exogenous auxin are shown. Seedlings were treated as described for Figure 3. Red tick marks on x-axes indicates the time of IAA application, 44 h (A–D). See Table S5 for statistical analyses. (E–H) and (I–L) show representative data from three and two or more independent experiments, respectively.
(25.0 MB TIF)

Figure S4 eDR5::*LUC* Rhythms in the Presence of Exogenous Auxins or an Auxin Transport Inhibitor Data presented in Figure 4B have been normalized by dividing each time point by the mean bioluminescence level for each dataset.
(6.5 MB TIF)

Figure S5 Circadian Gating of Auxin Sensitivity Data from the gating experiment presented in Figure 4C have been replotted in a non-normalized fashion. For each time series, the basal luminescence prior to auxin treatment has been subtracted from all subsequent values for that series, following previously described analysis methods [79,80]. Other details are as described for Figure 4C.
(5.9 MB TIF)

Figure S6 Distinct Auxin Responses Are Gated by the Circadian Clock at the Same Time of Day To demonstrate the congruence of times during which exogenous auxin treatments elicit transcriptional and growth responses or have little to no effect, data from Figures 4C (top) and 5A (bottom) have been plotted together. Areas shaded light- and dark-gray correspond to the 6-h periods during which exogenous auxin promotes or has no effect, respectively, on hypocotyl elongation.
(9.5 B TIF)

Figure S7 Hypocotyl Elongation during Extended Auxin Treatments Seedlings were treated with auxin for 5 d starting either prior to germination (A) or after ∼4 d of growth (B).
(A) Representative seedlings show the inhibitory effects of auxin early in development. Seedlings were germinated directly on control plates (−) or plates containing 50 μM IAA (+). After being entrained for 2 d in 12-h white light/12-h dark photoperiods, seedlings were grown for three additional days in continuous red light and then scanned (Microtek ScanMaker 8700, http://www.microtek.com). The white bar represents a length of 1 mm.
(B) An increase in hypocotyl elongation is observed when plants are treated with auxin after germination. Plants were entrained in 12-h white light/12-h dark photoperiods on plates containing no auxin for 4 d and then transferred to constant red light. After 18 h in free-running conditions, seedlings were transferred either to plates with growth media containing 50 μM IAA and sprayed with 2 ml 50 μM IAA or to control plates. Seedlings were imaged immediately after transfer (time = 0 h) and returned to red light. Seedlings were imaged 6 h later and then periodically over the next 5 d. Hypocotyl length was determined using ImageJ and plotted +/− standard error of the mean. The difference in elongation between treated and control seedlings is statistically significant (*p* < 0.02) for all time points. (A and B) show representative data from two independent experiments.
(15.4 MB TIF)

Table S1 Circadian Analysis of Microarray Time Course Affymetrix probe sets and their mappings to TAIR6 genome release, model-based expression indexes and standard errors from dChip analysis [72], and presence calls from MAS 5 (Affymetrix) analysis are shown. Results of circadian analysis (such as period, phase, relative amplitude, and pMMC-β derived using COSOPT [73]) are only shown for probe sets with pMMC-β < 1 and 18 ≤ period ≤ 30 h. A gene is considered circadian regulated if pMMC-β < 0.05 and 19 ≤ period ≤ 29 h. Genes mapping ambiguously to both nuclear- and plastid-encoded genes are classified as plastid encoded. Genes are considered to be expressed if they are deemed present in at least four of the 12 samples. Circadian phase values are calculated by taking into account both time of peak expression and period length of each rhythm (24 × [phase estimate of peak expression relative to dawn]/[period estimate]).
(13.2 MB XLS)

Table S2 Circadian-Regulated Genes Are Overrepresented in Genes Involved in Auxin Signaling and Genes Induced by Auxin For each group of genes [31,34,36,37,39,42,43], permutation testing was performed to derive *p*-values to determine significant overrepresentation of circadian-regulated genes. Significant *p*-values from 10,000 permutations are shown in bold red type.
(20 KB XLS)

Table S3 Breakdown of Auxin-Signaling Genes and Auxin-Induced Genes that Are Circadian Regulated Included are lists of auxin-related genes [31,34,36,37,39,42,43] that are: expressed and circadian; expressed, but not circadian; not expressed; and not represented on the microarray.
(59 KB XLS)

Table S4 The Phase Distribution of Auxin-Induced, but not Brassinolide-Induced, Circadian-Regulated Genes Deviates from That Expected by Chance χ^2^ tests were performed to determine whether the phase distributions of circadian-regulated genes induced by IAA and/or BL application [36] (see Figure S1) differed significantly from the phase distribution of all circadian-regulated genes. Significant *p*-values from χ^2^ tests are shown in bold red type.
(13 KB XLS)

Table S5 The Effects of Exogenous Auxin on Rhythmicity, Period Length, and Amplitude Statistical analyses of the bioluminescence data shown in Figures 3 and S3 are presented. The percentage of plants with detectable rhythms, free-running period, and relative amplitudes are displayed. Plants were defined as rhythmic if they had an estimated period between 20 and 28 h with a relative amplitude error, a measure of rhythmic robustness, less than 1 [78]. Treatments that resulted in less than 100% rhythmicity are shown in bold type. The variance-weighted mean period length in hours is shown for circadian rhythms observed for mock-treated plants, with the change in period length seen in auxin-treated plants. The mean relative amplitude is shown for circadian rhythms observed for mock-treated plants, with the change in relative amplitude seen in auxin-treated plants. Significant *p*-values from t-tests (and corresponding changes in response to auxin) are shown in bold red type.
(27 KB XLS)

### Accession Numbers

All array data have been deposited in the Gene Expression Omnibus database (GEO) (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE8365.

## Abbreviations

2,4-D: 2,4-dichlorophenoxyacetic acid
AFB: auxin-signaling F-box protein
ARF: auxin response factor
AuxRE: auxin-responsive element
CAB2: chlorophyll a/b binding protein 2
CCA1: circadian clock associated 1
CCR2: cold-circadian rhythm-RNA binding 2
ELF3: early flowering 3
GI: gigantea
IAA: indole-3-acetic acid
LUC: luciferase
NAA: 1-naphthaleneacetic acid
NPA: N-1-naphthylphthalamic acid
PIN: pin-formed
TIR1: transport inhibitor response 1
TOC1: timing of cab expression 1
ZT: zeitgeber time

How the deposited data were processed for this re-analysis (not part of the article)

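Transcript levels were measured on 12 Affymetrix ATH1 arrays, 1 for each harvest of Arabidopsis seedlings from 24 h to 68 h in constant white light at intervals of 4 h. The condition and time of each array came from the sample labels and the paper's methods. The authors deposited 1 table of linear intensity values for 22810 probe sets, already scaled between arrays, and a record of each array's hybridization and scan. The submitters' processing notes name MAS5 with no version, the paper's methods name dChip for expression values and MAS 5.0 for presence calls, and which of them made the deposited intensity values is not given in the sources used here. From the array records deposited by the authors, which hold other information than expression, only the day of the scan was used, as a batch label. No column of sample values was left unused.

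Probe sets were named through GEO's platform annotation and the RefSeq gene table. Of 13513 probe sets with 1 gene symbol, 13436 matched the gene table, and 48 of the rest matched by locus name. Probe sets with several symbols (503) or none (8794) and the 64 controls were left out, as were 98 that named an organelle gene or no nuclear locus. The remaining 13415 probe sets name 13264 nuclear genes. Intensities below 1 (2 to 12 per array) were set to 1 before log2 was taken. The upper 69% of named probe sets by mean log2 intensity were kept, after the share of expressed genes in the study, and for each gene the probe set with the highest mean. Each of the 9161 genes was fitted in limma 3.58.1 (R 4.3.3) with a 24-h cosine and sine and a linear trend, which leaves 8 residual degrees of freedom, and the rhythm terms were tested with the moderated F-test and Benjamini-Hochberg adjustment at 0.05. Amplitudes are those of the fitted cosine, from its mean to its peak, and standard errors come from the moderated residual variance. With 1 array per time, p values measure scatter around the curve and include any difference between plants, RNA preparations and arrays.

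Gene lists were written from textbook knowledge before the data were examined: 28 lists, of which 19 had a tested member. They were compared with all other tested genes by a one-sided Fisher exact test. No member of the ARF, TIR1/AFB, PIN efflux, AUX/LAX influx, nitrogen assimilation, abscisic acid signaling, brassinosteroid synthesis or heat shock lists was named here, and the 2 named cytokinin genes lay below the intensity filter. The planned comparison of peak times between Aux/IAA and ARF genes was therefore not run. Genes named in the text were chosen by a rule set at the same time. It takes every auxin list member, the transcripts the study names (of which GI has a named probe set), up to 5 rhythmic members of each other list by amplitude and up to 3 others by level, and the 10 rhythmic genes with the largest log2 amplitude whose highest value falls at the same circadian time in both cycles. Other genes, named in the closing section, were chosen after their values were seen. Mean profiles were tested by 100000 permutations of the times, and intervals of shares are 95% Wilson intervals.

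The fit was tested on simulated data made from the means and shuffled residuals of the 9161 genes, with rhythms added to 200 of them. It called 62.7% of rhythms with a log2 amplitude of 0.25, all of those of 0.5 and 1, and 0.145% of genes without a rhythm, and the median error of the peak time was 0.254 h. Residuals were shuffled for each gene separately, so differences that many genes share on an array were not simulated. All simulated rhythms were larger than that of the median rhythmic gene (log2 amplitude 0.237), so recovery at or below that amplitude was not simulated. The real median standard error of a peak time was 0.761 h. The alternatives set beforehand were no trend term, no intensity filter, the upper 50%, linear intensities, log2 of the intensity plus 32, quantile normalization, thresholds of 0.01 adjusted or 0.05 unadjusted, the study's rule rebuilt, scan day as a block with and without the trend, removal of probe sets that match several transcripts (names ending in _s_at or _x_at), other windows of peak time, and each time left out in turn. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.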

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

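The fit with scan day was set beforehand, and its use as a test of the rhythm count was chosen later. That use, the tests of the 25S rRNA control, of a steady change with time, of pseudogenes on shared probe sets and of a longer period, and the counts over other orders and assignments of the arrays for the rhythm and for the difference between cycles, were chosen after the results they bear on had been seen.

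Genes whose rhythm differs between cycles, the first against the second, numbered 4 (limma interaction of cycle with cosine and sine). They were AT3G33066 (adjusted p = 0.0180), AT3G31970, AT2G14650 and AT4G10580 (adjusted p = 0.0348 each). All 4 are annotated as pseudogenes, as are 228 of the 9161 tested genes, and all were highest at 36 h in the first cycle and at 64 h in the second. AT3G33066 reached 271 at 36 h and 219 at 64 h, with lowest values of 90.7 and 102 in the same cycles. Exchanging the arrays of the same circadian time between cycles in all 32 ways gave 4 genes in 1 assignment, the real one, and at most 3 in the others, a small margin for 4 probe sets that vary together. At an unadjusted p below 0.05, 877 genes passed, and 7 of the 32 assignments, the real one included, gave as many (1324 at most in the others), so chance is not excluded for a difference between the cycles over many genes. The count was 1 with quantile normalization and 0 on linear intensities or without the intensity filter (limma, 820 and 1117 genes at an unadjusted p below 0.05).

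Annotated pseudogenes as a class also passed the unadjusted test between cycles more often than other genes, 28.1% against 9.10%. Without shared probe sets it was 27.3% against 9.06% (one-sided Fisher exact p = 7.78e-12). The excess is therefore not confined to shared probe sets, but cross-hybridization of the other probe sets was not tested. The Fisher p treats genes as independent, and they are not. Of the 32 assignments, 6, the real one included, gave as high a percent (36.4% at most in the others). Chance is therefore not excluded, and the class pattern is not tied to the cycles. For the 4 genes themselves, all 4 are read by shared probe sets, so cross-hybridization within a repeat family cannot be told apart from transcripts of the genes. Genomic DNA in the labelled RNA stays open, with a Pearson r of 0.389 (permutation p = 0.212, adjusted p = 0.212 over 3 relations; Spearman rho 0.413, permutation p = 0.184; r = 0.406 without the 2 farthest arrays) between their mean level and the median of 4159 probe sets below the filter. The best period of the 4 genes was 29.0 h, the longest tried, but they were called for the shift of their peak. The median best period was also 29.0 h in the 224 annotated pseudogenes that were not called, against 23.5 h in the other 8933 genes. The values of 29.0 h lie at the limit of the search, so they do not decide whether the period is longer than 24 h.

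The control probe set for 25S rRNA, which the paper does not discuss, was 3.70 times higher on scan day 2 than on scan day 1. It was 381 ± 82.3 (SD, n = 4 arrays) against 103 ± 31.3 (SD, n = 7 arrays), and every array from 56 h on (305 to 496) exceeded every earlier one (64.8 to 168). A steady rise with time is argued against, since it would need a slope of 2.03 log2 units per 24 h between the means of the days, and the slope within the 2 scan days was 0.46 (exact permutation p of the difference, two-sided, 0.00304). Scan day 2 holds the last 4 times, so scan day and a step with time in constant light between 52 h and 56 h cannot be told apart (slope within scan day 1, exact permutation p = 0.306). Of 20 control probe sets, 2 others also had no overlap between the last 4 times and the earlier ones, Actin 5' (678 to 746 against 753 to 891) and GAPDH M (5539 to 5737 against 5918 to 6481), both lower, which was not tested. No tested gene differed between scan days 2 and 1 at an adjusted p below 0.05 from limma (1028 genes at an unadjusted p below 0.05). That fit also held the 24-h rhythm and the linear trend. Since scan day 2 holds the last 4 times, the trend can take up part of a difference between days. The result therefore does not show that the genes lack such a step.

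Scan day does not account for the rhythms as a whole: 773 genes were rhythmic with it in the fit. Among 101 orders of the times, only the real one gave as many as 1012 rhythmic genes (1 order, with at most 61 in the others). This argues against a random order of the arrays as the source of that count. With 1 array per time, the orders cannot exclude a difference between arrays that happens to follow the times.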

How the results depend on the processing

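No result reversed under any alternative. Among the alternatives set beforehand, the count of 1012 rhythmic genes moved by 1.5 times or more to 618 without the intensity filter, 439 at an adjusted p below 0.01, 2462 at an unadjusted p below 0.05 and 2138 under the study's rule as rebuilt, and to 614 without 56 h (614 to 1072 over the 12 times left out in turn). The percent of tested genes rhythmic was 4.66 without the filter, 16.7 with the upper 50%, 10.1 on linear intensities, 4.79 and 26.9 at those 2 thresholds, 23.3 under the rebuilt rule, 8.44 with scan day as a block, with or without the trend, and 6.70 to 11.7 with a time left out. The share of all rhythmic genes peaking at CT4 to CT8 was 20.2% with the window at CT5 to CT9 and 20.7 to 26.5% with a time left out. Alternatives chosen after seeing the data gave 2296 of 15542 (14.8%) over all probe sets, 12.4% with the level threshold taken over all probe sets, 4027 (25.9%) for the rebuilt rule over all probe sets, and, from the 7 arrays of scan day 1 alone, 283 (3.09%, with 19.8% at CT4 to CT8), where fewer arrays were used. Apart from fewer genes or arrays, the cause of these changes was not tested.

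The auxin signaling over-representation, an odds ratio, did not pass the threshold in these cases: 4.23 without the trend, 3.16 without the filter, 5.01 with the upper 50%, 2.72 at an unadjusted p below 0.05 and 5.44 with scan day as a block, with or without the trend, and it was 5.25 to 10.8 with a time left out (call lost for 4 times). The count of list over-representation, 2, became 4 without the filter, 5 on linear intensities, 5 with quantile normalization, 4 at an adjusted p below 0.01, 1 at an unadjusted p below 0.05, 1 under the rebuilt rule, 3 with scan day as a block, with or without the trend, and 2 to 4 with a time left out. The test of auxin-induced (textbook) rhythmic members, 2 of 5 with p = 0.0972, passed the threshold with 3 without the trend (p = 0.0100), 3 on linear intensities (p = 0.00883), 3 with quantile normalization (p = 0.0120), 2 of 2 with the upper 50% (p = 0.0278), 2 at an adjusted p below 0.01 (p = 0.0208) and 4 at an unadjusted p below 0.05 (p = 0.0204). With a time left out the members numbered 2 to 3, and the test passed without 36, 40 or 56 h. The share of rhythmic auxin-induced genes peaking at CT4 to CT8, with p = 0.0524, was 66.7% under the rebuilt rule and 50.0% at CT3 to CT7, and at 100% it passed the threshold without the trend, on linear intensities, with quantile normalization, at an unadjusted p below 0.05, with scan day as a block, with or without the trend, at CT5 to CT9 and with each of 5 times left out. It was 100% with any time left out. The mean profile of auxin-induced genes without a rhythm call, 0.0838, missed the threshold at 0.0393 without the filter, 0.0763 on linear intensities and under the rebuilt rule, 0.0723 at an unadjusted p below 0.05, 0.0786 with scan day as a block and without 36, 40 or 52 h. It was 0.0703 to 0.0990 over the 12 times left out in turn. Genes that differ between cycles numbered 1 with quantile normalization, 0 without the filter and 0 on linear intensities. Of 50 named genes, 37 had the same call under every alternative that gave them a value, which was all 24 for 43 genes and fewer for 7. Fewer genes were called at low intensity, with 5.06% in the lowest and 18.7% in the highest of 4 groups by intensity. The planned comparison of Aux/IAA with ARF genes was not run. The causes of these changes were not tested.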

Differences from the paper's values

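The paper's count of rhythmic genes is 1610, and 1012 were found here among genes that the annotation used here names, at an adjusted p below 0.05 from limma, where the paper's threshold is on another statistic, the pMMC-β of its cosine fits. Among the alternatives set before the data were examined, the counts within 1.5 times of the paper's were 1109 with the upper 50% by intensity and 2138 under the study's rule as rebuilt, and all others lay outside. Those counts were 16.7% and 23.3% of the genes tested, above the paper's 10.4% of expressed genes. Neither therefore matches the paper in the share of genes called. The count over all probe sets, 2296, was also within 1.5 times, but it was chosen after seeing the values, and how many of the paper's genes it drops is not known because the paper's gene list was not used here.

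The paper's share of rhythmic auxin-induced genes that peak in a 4-h window of the middle subjective day is 57%, and 100% (2 of 2 genes) was found here. The list is not the one the study used. The value came within 1.5 times of the paper's under the rebuilt rule (66.7%) and with the window at CT3 to CT7 (50.0%), and not under the other alternatives set before the data were examined.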

Other observations

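Families of genes that share the stem of their symbol were compared with all other tested genes, a comparison chosen after the rhythm calls had been seen, and so were the genes named here. Of 21 families with at least 8 tested members, 4 held more rhythmic genes than the rest (one-sided Fisher exact test, Benjamini-Hochberg adjusted). Among beta-glucosidase genes with the stem BGLU 7 of 11 were rhythmic (adjusted p = 0.000913), and among UDP-glycosyltransferase genes (UGT) 13 of 40 (adjusted p = 0.00245). Among SWEET sugar transporter genes 6 of 12 were rhythmic (adjusted p = 0.00643) and among autophagy genes (ATG) 4 of 8 (adjusted p = 0.0377), all 4 of them ATG8 genes. Members with another symbol were not counted. PYK10, also a beta-glucosidase gene, is therefore not among the 11, and it was not rhythmic. Genes of one family are not independent.

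Tests of damping, of adjacent genes and of 12-h rhythms were set before their results were seen, after the rhythm calls. The amplitude of rhythmic genes was lower in the second cycle, with a median log2 ratio of -0.25 (a ratio of 0.843), and 69.6% of the 1012 genes had the lower amplitude there. The real assignment of the arrays gave the log2 ratio farthest from 0 among the 32, which are too few to exclude chance. The next farthest (0.24) exchanged only the arrays of subjective dawn, so it largely repeats the same contrast. Exchanging only the arrays of 44 h and 68 h took the log2 ratio to -0.005. Exchanging only the array of 28, 32, 36 or 40 h with that of the same circadian time left it at -0.12 to -0.23. The lower amplitude therefore rests in large part on the pair of 44 h and 68 h. The ratio of the real assignment goes in the direction of damping in constant light. Most of the second cycle was scanned on another day, and this was not tested.

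Adjacent protein-coding genes were both rhythmic in 49 of 3228 tested pairs, where random reassignment gave 39.3 on average (permutation p = 0.0625), which did not pass. Without shared probe sets the count was 54 of 3148 (permutation p = 0.0237). That count comes from a separate fit with its own filter and adjustment, and the first count had not passed. It therefore does not decide whether shared probe sets contribute to the 49 pairs. The peak times of the 49 pairs lay closer together than in random reassignments, with a median difference of 3.55 h against 5.94 h (permutation p = 0.00190), and this may reflect shared control of neighbours or overlapping transcripts, which were not separated.

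No gene passed a test of 12-h terms beside the 24-h rhythm (0 of 9161 from limma, 363 at an unadjusted p below 0.05), and up to 32 did in 100 random orders of the times.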
